# Comparison Analysis of Dysregulated LncRNA Profile in Mouse Plasma and Liver after Hepatic Ischemia/Reperfusion Injury

**DOI:** 10.1371/journal.pone.0133462

**Published:** 2015-07-29

**Authors:** Zhenzhen Chen, Yanjin Luo, Weili Yang, Liwei Ding, Junpei Wang, Jian Tu, Bin Geng, Qinghua Cui, Jichun Yang

## Abstract

Long noncoding RNAs (LncRNAs) have been believed to be the major transcripts in various tissues and organs, and may play important roles in regulation of many biological processes. The current study determined the LncRNA profile in mouse plasma after liver ischemia/reperfusion injury (IRI) using microarray technology. Microarray assays revealed that 64 LncRNAs were upregulated, and 244 LncRNAs were downregulated in the plasma of liver IRI mouse. Among these dysregulated plasma LncRNAs, 59-61% were intergenic, 22-25% were antisense overlap, 8-12% were sense overlap and 6-7% were bidirectional. Ten dysregulated plasma LncRNAs were validated by quantitative PCR assays, confirming the accuracy of microarray analysis result. Comparison analysis between dysregulated plasma and liver LncRNA profile after liver IRI revealed that among the 308 dysregulated plasma LncRNAs, 245 LncRNAs were present in the liver, but remained unchanged. In contrast, among the 98 dysregulated liver LncRNAs after IRI, only 19 were present in the plasma, but remained unchanged. LncRNA AK139328 had been previously reported to be upregulated in the liver after IRI, and silencing of hepatic AK139328 ameliorated liver IRI. Both microarray and RT-PCR analyses failed to detect the presence of AK139328 in mouse plasma. In summary, the current study compared the difference between dysregulated LncRNA profile in mouse plasma and liver after liver IRI, and suggested that a group of dysregulated plasma LncRNAs have the potential of becoming novel biomarkers for evaluation of ischemic liver injury.

## Introduction

About 5% to 10% of the human genome sequence was transcripted. Among human transcripts, it is estimated that the protein-coding RNAs only account for about 10–20%, and the remaining 80% ~ 90% were non-protein-coding transcripts, which were termed as non-coding RNAs [1, 2]. Long non-coding RNA (LncRNA) are a class of noncoding RNAs with the length greater than 200nt and consists of the majority of non-coding RNAs [3]. Based on their relative position in the genome to the protein-coding genes, LncRNAs can be divided into five categories: sense, antisense, intronic, intergenic and bidirectional [4]. LncRNAs are widely involved in various physiological and pathophysiological processes by functioning as cis-tether, cis-targeting, trans-targeting, enhancer, decoy, scaffold, allosteric modification, co-activator or co-repressor to modulate gene expression in various cell types [5]. Moreover, not only LncRNAs in the tissue, but also those in circulation are shown to be widely involved in the pathogenesis of various diseases [6]. The use of tissue samples for detection of biomarker molecules has significant limitations such as limited sample sources, safety, unable to continue testing and follow-up. Therefore, analyzing LncRNAs in circulation represents promising and non-invasive methods for the detection and diagnosis of various diseases. LncRNA-PCA3 expression in prostate cancer tissues was significantly higher than that of adjacent tissues. Further studies have shown that LncRNA-PCA3 is specifically expressed in prostate tissue in human [7]. So far, detection of LncRNA-PCA3 level in the urine has been approved by the US Food and Drug Administration to facilitate the diagnosis prognosis of prostate cancer in clinical trials.

Interruption of blood flow or lack of oxygen leads to hepatic ischemia, and hepatic ischemia-reperfusion injury (IRI) is a phenomenon whereby hepatocyte dysfunction and damage happens when the reestablishment of blood supply in ischemic liver [8]. In some severe cases, liver IRI may lead to liver congestion, progressive thrombosis and organ necrosis [8]. At present, the main effective measure for ameliorating liver IRI is ischemic preconditioning (IPC). Some certain medicines such as vitamin E and glutamine have also been shown to enhance the tolerance of hepatocytes to IRI [9]. To date, several studies have revealed the important roles of dysregulated LncRNA profiles in the pathogenesis of ischemic injury in various organs including liver, heart and brain [10–14]. These findings strongly suggested that LncRNAs in tissues are widely involved in the progression of diseases. However, the LncRNA profile in the plasma of liver IRI still remains unknown. Determination of the dysregulated LncRNA profile in the plasma will not only be very helpful for further understanding the pathogenesis of liver IRI, but also provide insight into identifying some LncRNAs as potential biomarkers for assessing the severity of ischemic liver damage.

In the current study, the LncRNA expression profile in the plasma of mice after hepatic IRI was determined using microarray technology, and further compared with that in liver reported in our previous study [12]. The comparison analysis results revealed that most of the dysregulated plasma LncRNAs may come from other tissues or cells beyond liver cells after liver IRI. Overall, these findings suggested that analysis of some circulating LncRNA levels may be useful for evaluating the severity of ischemic liver diseases.

## Experimental Procedures

### Animal ethics statement

All animal care and experimental protocols complied with the Animal Management Rules of the Ministry of Health of the People’s Republic of China and the guide for the Care and Use of the Laboratory Animals of the Peking University Health Science Center. All animal protocols were approved by the Animal Research Committee of the Peking University Health Science Center that complies with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996).

### Generation of partial liver ischemia/reperfusion injury model

Eight to ten week old male C57BL/6 mice weighing 26-28g were used in all experiments. Animals were housed in pathogen free conditions and received humane care. Mice were fed and received tap water ad libitum. The animals underwent either sham surgery or I/R treatment. The protocol for generation of a murine model of 70% partial hepatic ischemia had been detailed in our previous study [12]. Briefly, mice were anesthetized by intraperitoneal injection of sodium pentobarbital (60 mg/kg). A midline laparotomy was performed, and blood supply to the left lateral and median lobes of the liver was interrupted using an atraumatic artery clip. After 60 minutes of partial hepatic ischemia, the clip was removed to initiate hepatic reperfusion. Sham control mice underwent the same protocol without vascular occlusion. Mice were sacrificed after 6 hours of reperfusion, and then blood and samples of the left lateral lobe were taken for analysis. The sham mice were used as control and the IRI-treated mice were used as experiment group for microarray analysis and further analysis.

### Quantitative RT-PCR assays of LncRNA expression in mouse plasma

The liver and plasma were quickly isolated and immediately frozen in liquid nitrogen. Total RNA was extracted and reverse transcribed to cDNA using of the RevertAid First Strand cDNA Synthesis Kit (Thermo scientific) according to the manufacturer’s protocol using random primers as detailed previously [12].

The protocol for quantitative real-time PCR assays of LncRNAs has also been described in our previous study [12]. (The detailed information regarding the primers for analysis of LncRNA expression was provided in S1 Table). The *Gapdh* gene has been used as an internal control for analyzing plasma LncRNAs expression levels as indicated in previous study [12, 15].

### Determination of plasma LncRNA profile of ischemia/reperfusion-injured mouse

The expression profiles of LncRNAs in mouse plasma of sham and IRI groups were detected using Arraystar Mouse LncRNA Microarray v2.0 by KangChen Bio-tech (Shanghai, China) as detailed in previous studies [12, 15]. The microarray analysis was performed using a pooled plasma of 5–8 mice with liver IRI or sham operation. In our previous studies, similar microarray assays had also been performed using pooled plasma, blood, liver, heart or cell samples [12, 15, 16]. Real time PCR assays had proved the accuracy of microarray data obtained from pooled samples in these studies [12, 15, 16]. The expression profile dataset was submitted to the NCBI GEO database (GEO accession number: GSE60726). For microarray analysis, Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software package (Agilent Technologies). After quantile normalization of the raw data, LncRNAs that at least 2 out of 2 samples have flags in Present or Marginal (“All Targets Value”) were chosen for differentially expressed LncRNAs screening. The threshold for up-regulation was fold change≥1.5 and for down-regulation, fold change≤0.7.

### Statistical analysis

Data were presented as mean ± SD. Statistical significance of differences between groups was analyzed by *t*-test or by one-way analysis of variance (ANOVA) when more than two groups were compared.

## Results

### Microarray assays of dysregulated plasma LncRNA profile after hepatic IRI

A partial hepatic I/R model of mice had been generated as detailed previously [12] to determine the plasma LncRNA profile after liver IRI.

The LncRNA profile in the plasma of mice after hepatic IRI was determined by KangChen Bio-tech (Shanghai, China) using microarray technology [12, 15, 17]. 

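The plasma arrays comprised 1 array of pooled plasma per group, sham and IRI, so that there was no replicate and no test between the groups, and the counts and fold changes describe these 2 arrays. IRI mice had 60 minutes of partial hepatic ischemia followed by 6 hours of reperfusion, and sham mice had the same operation without vascular occlusion. The paper gives 5 to 8 mice per pool, whereas the labels of the deposited series give 3. The arrays are 1-colour Agilent arrays, on which labelled RNA binds to probes printed as spots and the brightness of a spot is read by a scanner. The authors deposited the processed signal of each spot, a background-subtracted intensity from Agilent Feature Extraction that is not normalized between arrays, together with flags for spots that are positive and significant, well above background or outliers. Each array has 62513 spots, of which 61194 are not array controls. The median processed signal was 13.7 on the sham array and 39.6 on the IRI array, and 25084 spots of the sham array and 42038 spots of the IRI array were flagged as well above background. No spot of either array was flagged as saturated. The arrays were scanned on different days, so that scan and group cannot be told apart.
The authors also deposited a series matrix with 1 column of processed signals per sample. Its sham column equalled the sham scanner file at 62513 of 62513 spots within a relative tolerance of 1e-05. Its IRI column equalled the IRI scanner file at 1 spot, and the Spearman rho between these versions of the IRI array was 0.454 across spots that are not array controls. Between the sham array and the IRI column of the series matrix rho was 0.738, and between the sham array and the IRI scanner file it was 0.405. These correlations are across spots of single arrays, which are not independent replicates. Results are therefore given from the scanner files, which were set as the source before the data were examined, and from the series matrix beside them.

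**Figure D1:**
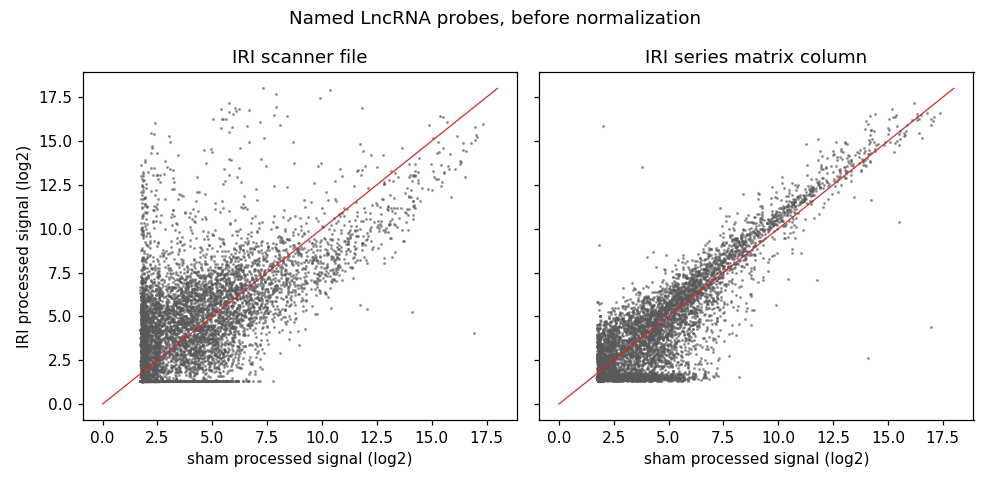
Processed signal of the 7536 probes that carry a LncRNA name, on a log2 scale, with the sham array on the horizontal axis and the IRI array on the vertical axis. The left panel takes the IRI array from the scanner file and the right panel from the series matrix, each point is a probe, and the red line marks equal signals. The points lie closer to the line in the right panel.

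Log2 processed signals were quantile normalized over the 61194 spots, after the methods of the paper. The only error these arrays give is that between spots of the same probe. Of 35 probes printed as several spots, 20 are negative controls and 15 are mRNAs. Among the 35, 9 were detected in every spot of the sham array and of the IRI column of the series matrix, and the median SD of their log2 fold change over spots was 0.28 in the series matrix and 0.25 in the scanner files. For the 20 negative-control probes the median SD in the series matrix was 0.71. On the sham array 388 of their 1200 spots were well above background. The 9 detected probes include the negative controls MM9NEGATIVE017 and MM9NEGATIVE020, so that the 2 sets overlap. These SDs cover noise within an array and not differences between pools, hybridisations or mice.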

Microarray assays detected the signals of a total 10206 LncRNAs in mouse plasma (The detailed information was referred to GEO accession number: GSE60726). These plasma LncRNAs are ubiquitously distributed in all chromosomes including sex chromosomes of mouse (Fig 1). 

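On the array, 51842 spots are named only by an identifier of the array design, which does not separate LncRNAs from mRNAs, so that the total was not recounted here. The 7536 probes that carry a LncRNA name were counted in its place. They are 3457 exons of large intergenic noncoding RNAs (lincRNAs), 1217 human and 691 mouse lincRNAs, 962 transcripts of ultraconserved regions, which the array names with uc., and 1209 transcripts named by a GenBank accession, each with 1 probe. Another 213 probes named by a transcript accession were left out, because their names do not show whether they are LncRNAs. On the sham array, 2791 of the 7536 probes were well above background, and in the IRI scanner file 4227 were. A probe was counted as detected when it was positive and significant and well above background on both arrays and carried no outlier flag, and 2261 of the 7536 probes were. The loosest rule tried, which asked for a signal well above background on at least one array, gave 4749. With the IRI array taken from the series matrix, 2184 probes were detected. The series matrix holds no flags, and an IRI signal of 16.67 or more was asked for there, the lowest signal that is well above background on the sham array. This floor was chosen after counts at several floors and their overlap with S2 and S3 Tables had been seen. The 20 negative-control probes, printed as 1200 spots, were well above background at 388 spots of the sham array and at 272 spots of the IRI scanner file.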

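Chromosome positions were taken from S2 and S3 Tables, since the array files used here carry none for LncRNA probes. The 58 LncRNAs of these tables that are found on the array by name lie on 20 chromosomes, with 1 on X (MM9LINCRNAEXON10006-, from 18814966 to 18815080) and 0 on Y. MM9LINCRNAEXON10006- had a processed signal well above background on the sham array and not well above background in the IRI scanner file. The 308 entries of the tables lie on 21 chromosomes, of which the mitochondrial chromosome holds 5 entries of S3 Table and 0 entries of S2 Table. Positions are printed as the tables list them. The header of the array files names the mouse genome build mm9.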

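The fold change of a LncRNA was taken as its normalized signal on the IRI array divided by that on the sham array, and the paper's thresholds of 1.5 or more and 0.7 or less were applied to the detected named LncRNAs. From the scanner files, 140 of 2261 LncRNAs were above the upper threshold and 1901 were below the lower threshold. The median log2 fold change of these 2261 LncRNAs was -2.59, and that of all 21294 detected probes was -1.78. This shift depends on the normalization. The median of all detected probes was -0.38 with quantile normalization over detected probes and 0.55 without normalization. That of the 2261 named LncRNAs was -1.19 and -0.26 in these settings, smaller in size but still negative. The counts at fixed thresholds depend on this shift. Without normalization between arrays the counts were 767 and 1010. From the series matrix, 762 of 2184 LncRNAs were above the upper threshold and 387 were below the lower threshold, with a median log2 fold change of 0.25. Rises made up 6.86% of the calls from the scanner files and 66.3% of those from the series matrix. In the series matrix, 51.8% of 168 detected negative-control spots also passed one of the thresholds, against 52.6% of the named LncRNAs. The directions differed, since 17.3% of these control spots rose and 34.5% fell, whereas 34.9% of the named LncRNAs rose and 17.7% fell. In the scanner files 86.6% of 112 detected negative-control spots passed, all of them as falls, against 90.3% of the named LncRNAs. The control spots are replicate spots of at most 20 probes, so that few probes can set the control shares, whereas each named LncRNA has 1 spot.
The same thresholds were also applied to the log2 signal of the IRI array divided by the log2 signal of the sham array, a scale chosen after the data had been seen. On this scale 15 LncRNAs rose and 38 fell in the series matrix, and 44 rose and 1193 fell in the scanner files, where 74.1% of the detected negative-control spots also fell past the threshold, against 52.8% of the named LncRNAs. A ratio of log2 values needs a larger change the brighter a LncRNA is. At a normalized sham signal of 32.0 the upper threshold corresponds to a 5.66-fold rise and the lower threshold to a 2.83-fold fall, and at 256.0 to a 16.0-fold rise and a 5.28-fold fall. The 15 rises in the series matrix were at least 4.02-fold and the 38 falls at least 4.55-fold as ratios of signals, changes larger than the SD between spots. A fall that ends below the floor on the IRI column is not counted, which leaves out falls of dim LncRNAs. Without that floor 15 LncRNAs rose and 440 fell on this scale. With the floor, and with sham probes that are positive and significant in place of well above background, 331 rose and 38 fell.

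**Figure D2:**
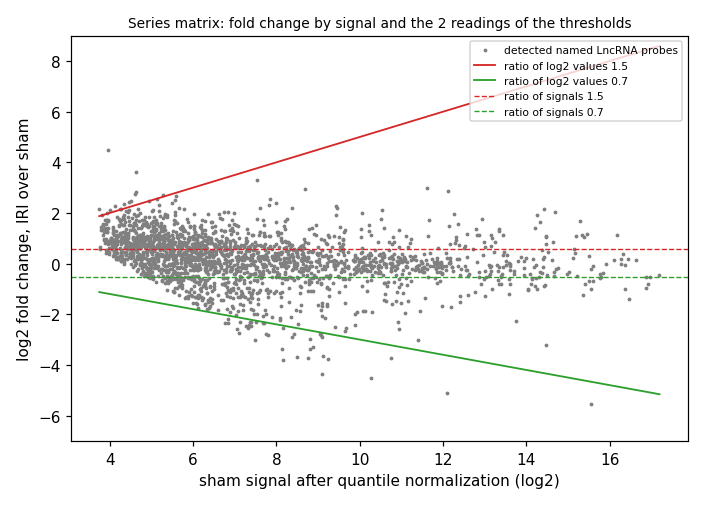
Log2 fold change of the 2184 detected named LncRNAs in the series matrix against their normalized log2 signal on the sham array. Dashed lines mark the thresholds of 1.5 and 0.7 for a ratio of signals and solid lines those for a ratio of log2 values. The 15 LncRNAs above the solid red line have sham signals of 5.28 or less on the log2 scale, and the 38 below the solid green line have sham signals of 6.76 or more.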

Among the plasma LncRNAs after IRI, 64 LncRNAs were upregulated (Fig 2A), whereas 244 LncRNAs were downregulated (Fig 2B) when compared with sham mice. The detailed information including name, fold of change, chromosome location, size and other characters of these dysregulated LncRNAs in mouse plasma were provided in S2 and S3 Tables. 

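Of the 297 transcripts in the 308 entries of these tables, 58 were found on the array by name, 15 of S2 Table and 43 of S3 Table. The fold changes that the paper lists for them equalled the ratio of log2 values of the quantile normalized series matrix within 0.01 for 58 of 58, with a largest difference of 0.0027. The same ratio from the scanner files came within 0.01 for 3 of 58. As ratios of signals in the series matrix, the 15 LncRNAs of S2 Table rose by a median of 5.36-fold, from 4.02-fold to 22.5-fold, where the paper's median is 1.54. Of the 43 LncRNAs of S3 Table, the 38 with IRI signals at or above the floor used for detection were lower by a median of 6.93-fold, from 4.55-fold to 46.2-fold, where the paper's median is 0.655. The other 5 had IRI signals below the floor, and with the floor as the level of the IRI array they were at least 3.53-fold to at least 16.0-fold lower.
Among the LncRNAs detected on both arrays of the series matrix, the largest rise was that of mouselincRNA0842-, listed on chromosome 2 from 27626136 to 27637286. Its processed signal was 19.4 on the sham array and 415 in the IRI column of the series matrix, a log2 fold change of 4.49, a 22.5-fold rise and a ratio of log2 values of 2.14, which is also the paper's value. In the IRI scanner file its signal was 6.67 and not well above background, which makes it at least 4.19-fold lower than on the sham array after normalization, and without normalization the bound on its log2 fold change was -0.62. This bound takes the lowest signal that is well above background in the scanner file as the level of the IRI array. By real time PCR, with Gapdh as internal control, the paper reports a significant increase of mouselincRNA0842- in IRI plasma. That is the direction of the series matrix and not of the scanner file, for 1 LncRNA, and the PCR was not analysed here. humanlincRNA0324+, on chromosome 19 from 60557631 to 60566357, rose 12.3-fold in the series matrix and was at least 6.96-fold lower in the scanner files, where the bound on its log2 fold change was -1.21 without normalization. The largest fall among the same LncRNAs was that of AV038163, on chromosome 15 from 56003135 to 56003580, whose signal went from 46470 to 1319, a 46.2-fold fall that the paper lists as 0.644. In the scanner files AV038163 was 2.91-fold lower, and without normalization between arrays its log2 fold change was 0.86. MM9LINCRNAEXON11995+, on chromosome 1 from 23263097 to 23263170, was 34.2-fold lower in the series matrix and 375-fold lower in the scanner files, with a log2 fold change of -6.12 there without normalization. Of the 11 LncRNAs of S2 Table that were well above background in the IRI scanner file, 2 were higher than on the sham array after quantile normalization, and 9 were higher without it. Of the 37 of S3 Table, 34 were lower after quantile normalization and 32 without it, where 90.0% and 54.9% of the 2261 detected named LncRNAs were lower. The other 4 of S2 Table and the other 6 of S3 Table were lower there. These directions are no independent support, because both versions are set against the same sham array. On it the LncRNAs of S2 Table were dim (17.2 to 42.7) and those of S3 Table brighter (72.1 to 46470). The 2261 LncRNAs were not matched to them on sham signal. Each of these LncRNAs is a single spot per array, so that no spread between spots was measured for it. From the fold changes of these tables the paper states which LncRNAs rose and fell after IRI and took some of those with the most change on to real time PCR.

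**Figure D3:**
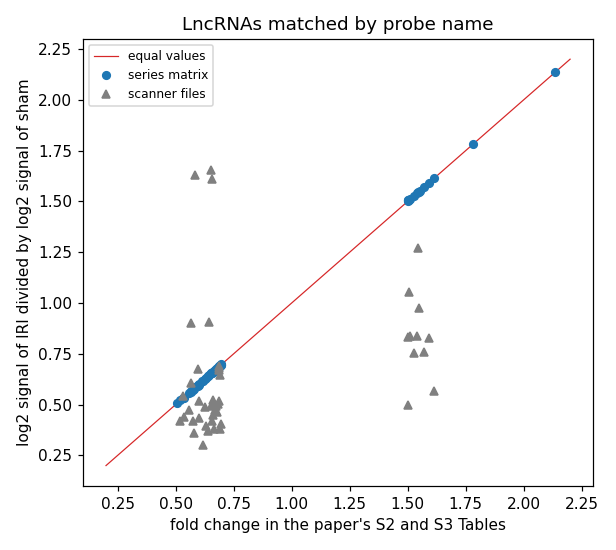
Fold change in the paper's S2 and S3 Tables (horizontal axis) against the log2 signal of the IRI array divided by the log2 signal of the sham array (vertical axis). Circles take both arrays from the series matrix for 58 LncRNAs, triangles take both from the scanner files for the 48 that are well above background there, and the red line marks equal values. The 58 circles lie on the line.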

In the same tables, whether one plasma LncRNA was present in the liver or not had also been indicated in the last column in red (The detailed information regarding the LncRNA expression profile in mouse liver after IRI had been referred to the previous study [12]).

**Fig 1:**
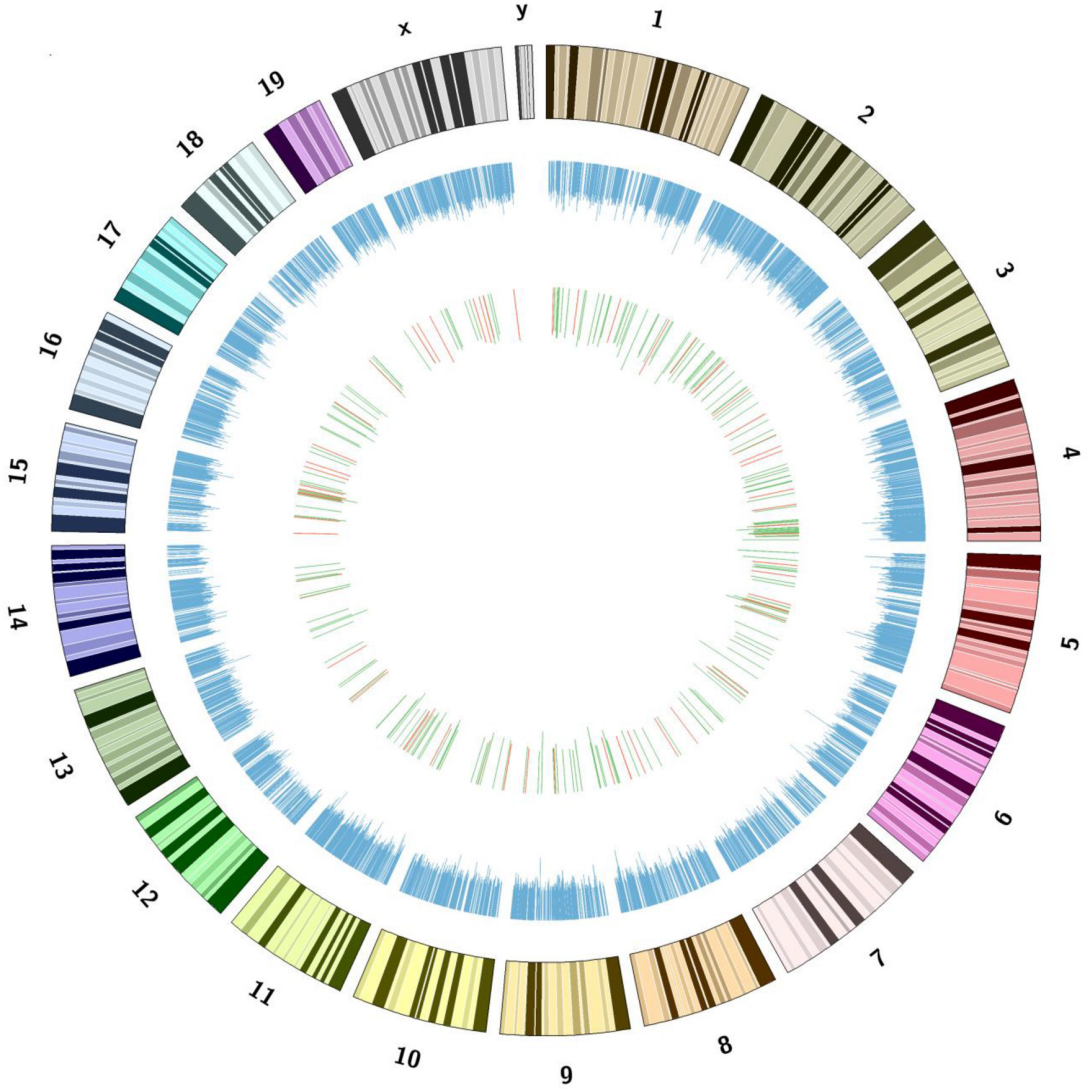
Genomic loci of the plasma LncRNAs in mouse chromosomes. The loci of LncRNAs in mouse chromosomes has been indicated in blue. The increased and decreased LncRNAs had been marked in red and green, respectively. The bars represent the folds of LncRNAs expression change. The numbers and symbols represent chromosome numbers. Please refer to GEO accession number GSE60726 for the detailed information of all plasma LncRNAs.

**Fig 2:**
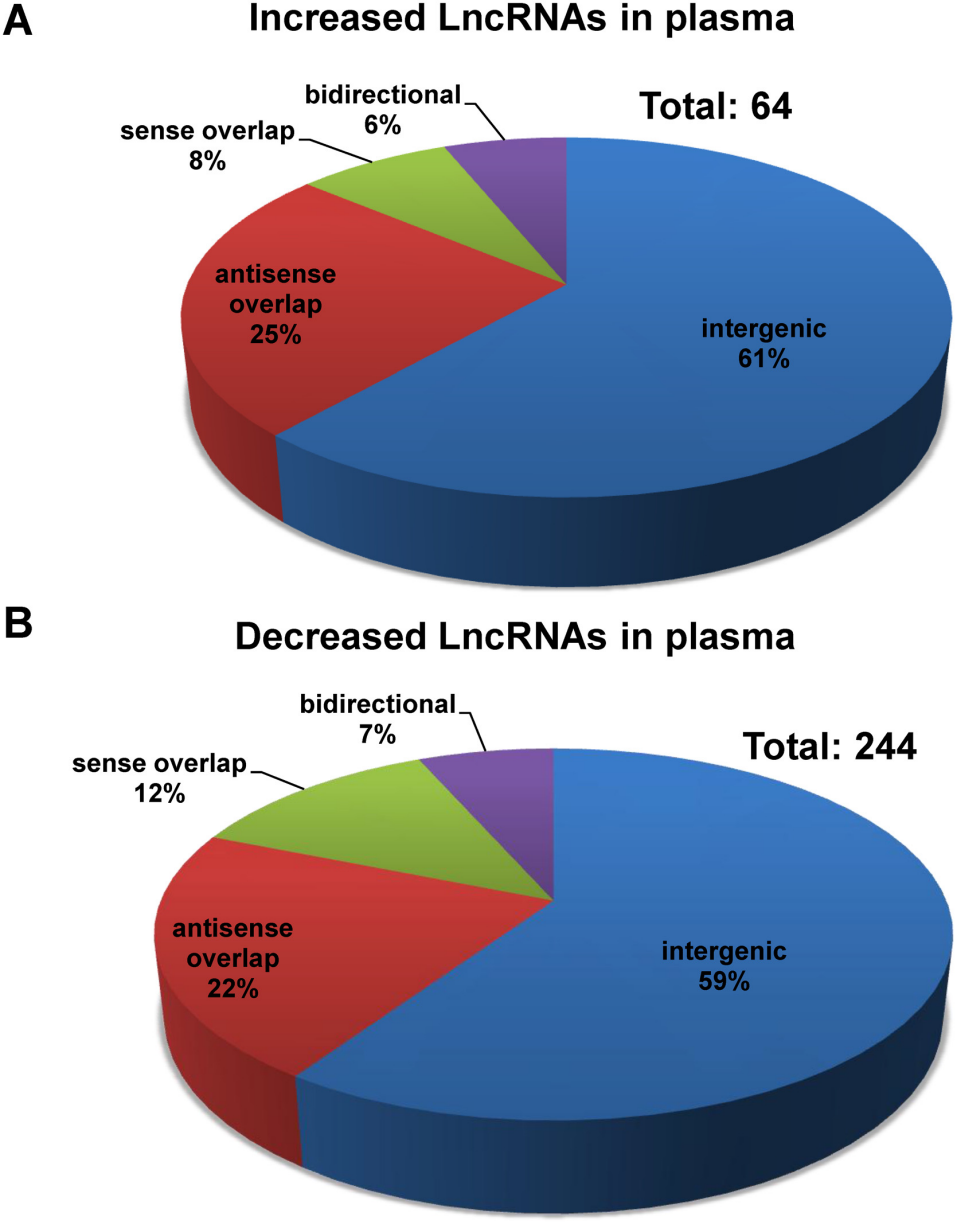
Dysregulated LncRNA profile in the plasma of I/R-treated mouse. Dysregulated LncRNAs in mouse plasma were identified by microarray assays as described in the methodology section. The threshold for up-regulation was fold change≥1.5 and for down-regulation, fold change≤0.7. Increased LncRNAs was presented in panel A, whereas decreased LncRNAs presented in panel B. The detailed information of the dysregulated LncRNAs was referred to S2 and S3 Tables.

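Relationship to genes is listed in S2 and S3 Tables, and no array file used here gives it for other LncRNAs. Of the 58 LncRNAs found on the array by name, 52 are listed as intergenic, 3 as antisense overlap, 2 as sense overlap and 1 as bidirectional. In the series matrix the 15 intergenic LncRNAs of S2 Table had a median log2 fold change of 2.42 and the 34 of S3 Table with IRI signals at or above the floor one of -2.79. The other 6 are transcripts of ultraconserved regions in S3 Table, with a median log2 fold change of -2.76 for the 3 antisense overlap transcripts and a log2 fold change of -3.37 for 1 sense overlap transcript. The other sense overlap transcript and the bidirectional one had IRI signals below the floor, with bounds of -3.07 and -3.63. They are too few for a comparison between classes. Tallied from the entries of the paper's tables, 62.5% of 64 in S2 Table and 59.4% of 244 in S3 Table are intergenic, 23.4% and 21.7% are antisense overlap, 7.81% and 12.3% are sense overlap, and 6.25% and 6.56% are bidirectional. The tables hold 11 transcripts listed more than once. Counting each of the 297 transcripts once, with a transcript of several entries split equally over them, 62.3% are intergenic, 21.4% antisense overlap, 10.6% sense overlap and 5.72% bidirectional.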

Among the dysregulated plasma LncRNAs, 59–61% were intergenic, 22–25% were antisense overlap, 8–12% were sense overlap, and 6–7% were bidirectional (Fig 2A and 2B). In contrast, among all plasma LncRNAs, 58% were intergenic, 22% were antisense overlap, 12% were sense overlap, and 7% were bidirectional. To test whether there is a potentially enrichment of specific types of LncRNAs in the plasma, we performed chi square test. The numbers of the four types of dysregulated plasma LncRNAs are 185 (intergenic), 72 (overlap), 31 (sense overlap), and 20 (bidirectional), respectively. In contrast, the numbers of the four types of non-dysregulated plasma LncRNAs are 5734, 2173, 1194 and 694, respectively (The types of a small number of plasma LncRNAs were not indicated in the original microarray data). Chi square test was further performed using the R software. The analytical results revealed that the distribution of dysregulated LncRNAs is not significantly different from that of the non-dysregulated ones (P = 0.6664). Clearly, there is not a specific type of LncRNAs enriched in the dysregulated plasma LncRNAs after liver IRI.

### Quantitative assays of dysregulated plasma LncRNAs after hepatic ischemia-reperfusion injury

To further validate the accuracy of LncRNA profile determined by microarray technology, some of the dysregulated plasma LncRNAs with the most meaningful change in fold (S2 and S3 Tables) were analyzed by real time PCR assays. The expression levels of five upregulated LncRNAs, AK017799, AK082383, AK042407, AK013346 and mouselincRNA0842- (S2 Table) were analyzed by real time PCR assays. AK017799, AK082383, AK013346 and mouselincRNA0842 were confirmed to be significantly increased (Fig 3). Although no statistical significance was observed due to individual variation, AK042407 also tend to be increased after liver IRI (Fig 3C). The expression levels of the 5 downregulated LncRNAs, AK050787, AK078950, AK159006, AK017011 and AK017046 (S3 Table) were analyzed by real time PCR assay. The results indicated that all of them were significantly reduced in liver IRI mouse plasma than in sham mouse plasma (Fig 4). Overall, these findings confirmed the accuracy of microarray data obtained from analysis of pooled plasma.

**Fig 3:**
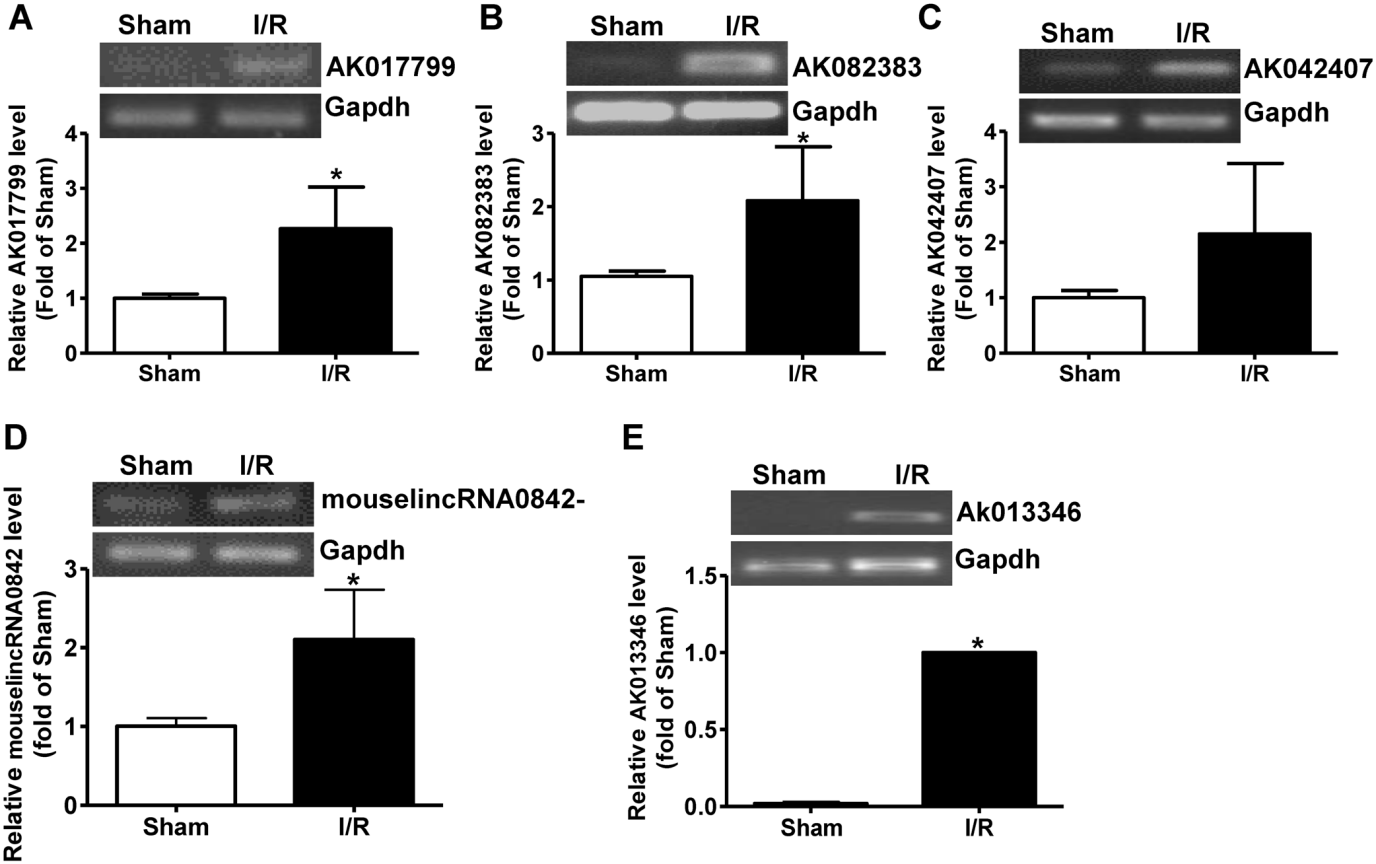
Quantitative assays of increased LncRNAs in I/R-treated mouse plasma. A-E) Five upregulated LncRNAs with most meaningful elevation in expression fold picked up by microarray assays were further analyzed and confirmed by quantitative RT-PCR assay. In panel A-D, the data were normalized to sham group. In Panel E, the data were normalized to I/R group because the signal of LncRNA Ak013346 in real time RT-PCR assays was too weak in sham group. The representative gel image had been provided for analysis of each LncRNA. I/R, ischemia/reperfusion; Sham, plasma of sham mice; I/R, plasma of I/R-treated mice. N = 5, *P<0.05 versus sham group.

**Fig 4:**
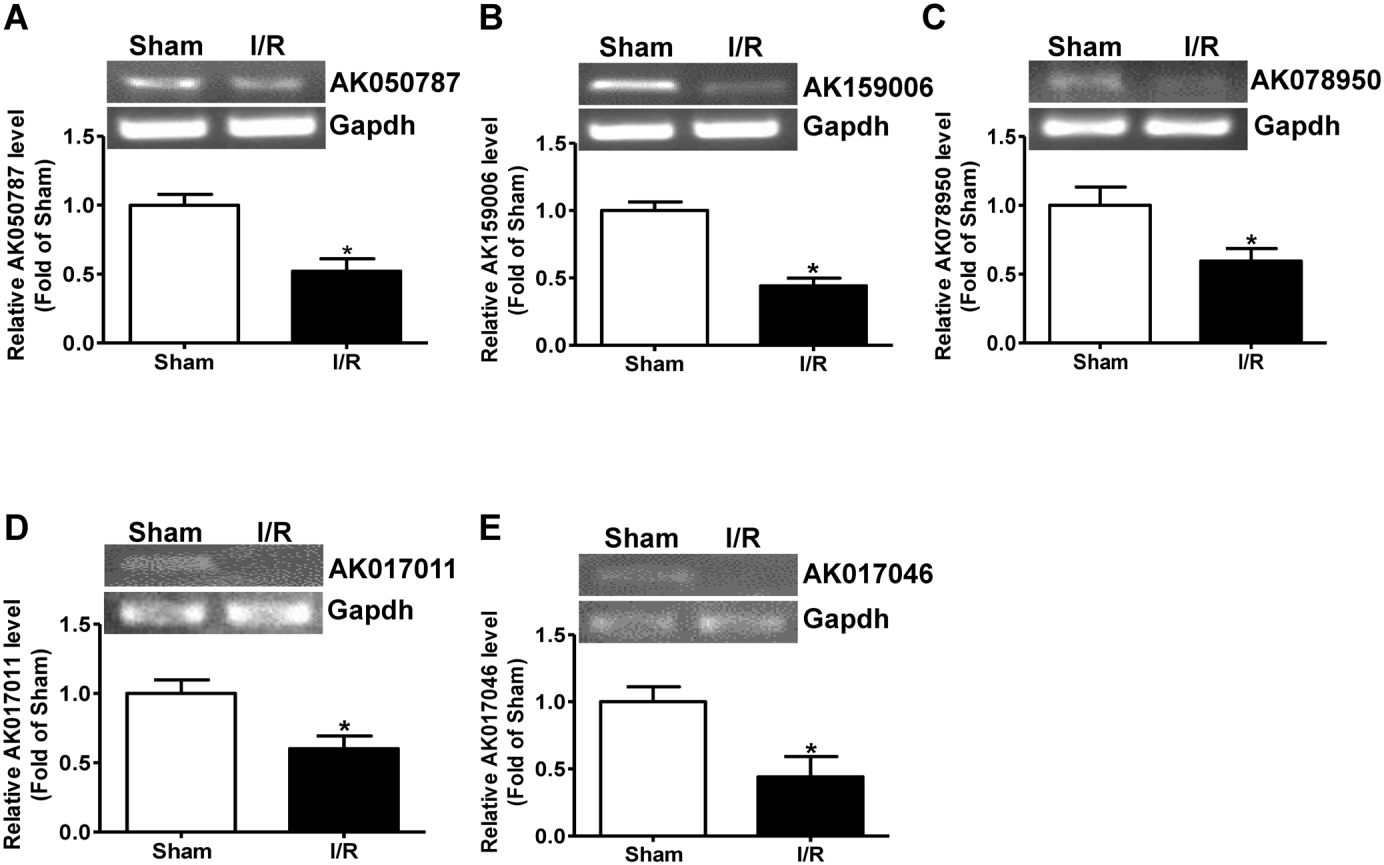
Quantitative assays of decreased LncRNAs in I/R-treated mouse plasma. A-E) Five downregulated LncRNAs with most meaningful decrease in expression fold picked up by microarray assays were further analyzed and confirmed by quantitative RT-PCR assay. In all panels, the data were normalized to sham group. The representative gel image had been provided for analysis of each LncRNA. I/R, ischemia/reperfusion; Sham, plasma of sham mice; I/R, plasma of I/R-treated mice. N = 5, *P<0.05 versus sham group.

### Comparison analysis of dysregulated LncRNA profile in the plasma and the liver of mice after IRI

To analyze the correlation of dysregulated LncRNAs between plasma and liver, we analyzed the expression levels of 308 dysregulated plasma LncRNAs in the liver using the microarray data published in our previous study [12]. Among the 64 upregulated plasma LncRNAs, 49 LncRNAs were detected in the liver as well, but all remained unchanged (Table 1, Fig 5), and remaining 15 LncRNAs were not present in the liver in microarray analysis data (Table 1, Fig 5). Among the 244 downregulated plasma LncRNAs, 196 LncRNAs were detected in the liver, but all remained unchanged (Table 1, Fig 5), and the remaining 48 LncRNAs were not present in the liver in microarray assays (Table 1, Fig 5). Among the 10 dysregulated LncRNAs validated by real time PCR assays, AK017799, AK082383, AK042407, AK013346, AK078950 and AK017046 were present in the liver without expression change after liver IRI. In contrast, microarray failed to detect the signals of AK050787, AK159006, AK017011 and mouselincRNA0842- in the liver (Table 2) [12]. To further confirm the accuracy of microarray data, the expression of these 10 LncRNAs in the liver was analyzed by RT-PCR. The RT-PCR assays also revealed that AK050787, AK159006, AK017011 and mouselincRNA0842- are not present in the liver (Fig 6A). In our previous study, microarray assays revealed that 98 LncRNAs were dysregulated in the liver after IRI [12]. In the current study, microarray assays revealed that only 19 of these dysregulated liver LncRNAs were present in the plasma. In contrast, microarray assays failed to detect the signals of the other 79 LncRNAs in the plasma (Table 3). Among the 11 dysregulated liver LncRNAs validated by real time PCR, microarray assays in the current study revealed the existence of AK028007, NR-028310, NR-015462 and NR-036616 in the plasma, but remained unchanged. In contrast, microarray assays failed to detect the signals of AK139328, AK087277, AK029601, AK054386, AK143693, AK143294 and ENSMUST0000151138 in the plasma (Table 4). To help clarify the correlation of dysregulated LncRNAs in plasma and liver, their distribution in liver and plasma after liver IRI had been also summarized in Fig 5.

**Fig 5:**
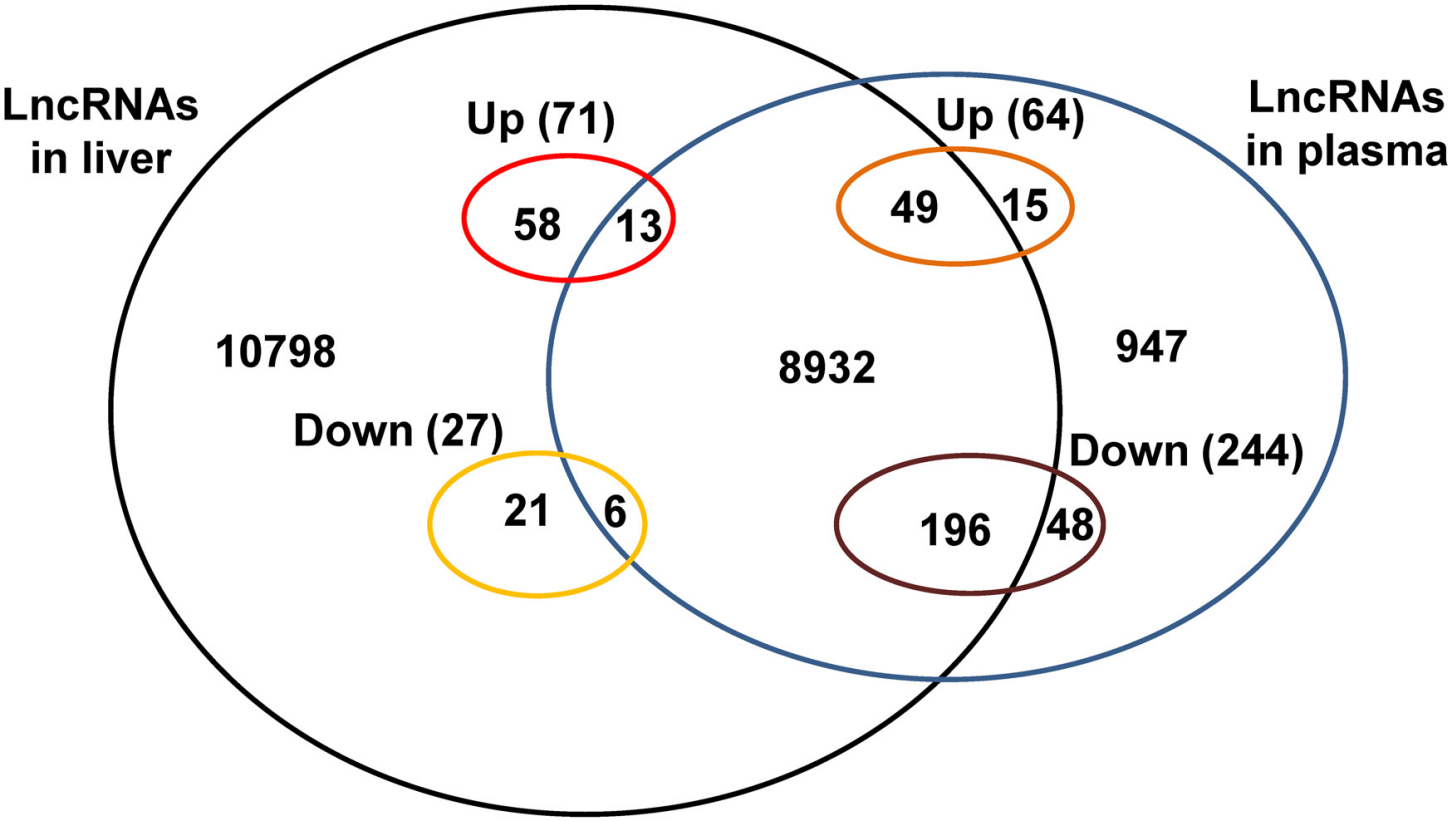
The distribution of LncRNAs between mouse liver and plasma. This figure had been made based on the data presented in Table 1, Table 2, S1 Table and LncRNA profile in the plasma and liver published in our previous study [12]. Up, upregulated LncRNAs in plasma or liver; Down, downregulated LncRNAs in plasma or liver; the numbers in the figure represent the numbers of LncRNAs present in plasma or liver. Total LncRNAs in liver: 20073 [12]; total LncRNAs in plasma: 10206; total LncRNAs present in both liver and plasma:9196.

**Fig 6:**
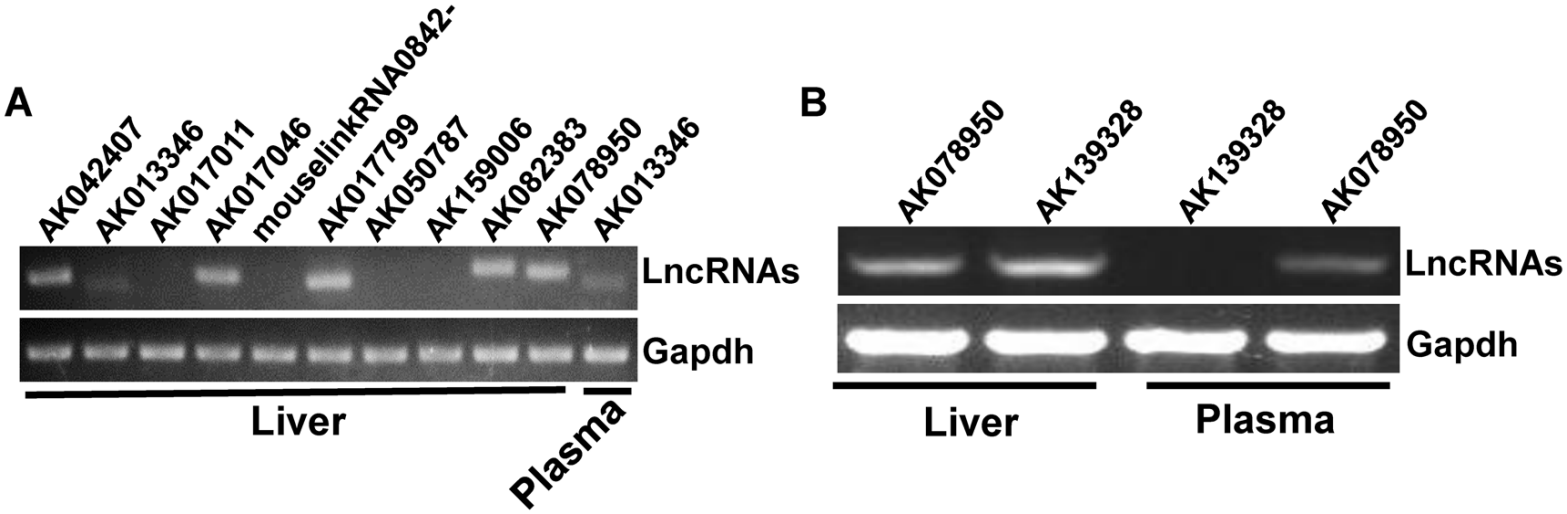
AK139328 is not present in mouse plasma. A) The distribution of validated plasma LncRNAs in mouse livers. B) AK139328 is not present in mouse plasma. RT-PCR assay was performed to detect the existence of LncRNAs in mouse plasma and livers. The gel images shown here were the representatives of 3 independent experiments.

**Table 1:** Distribution of the dysregulated plasma LncRNAs in the liver.

	Increased in plasma	Decreased in plasma
Total number	64	244
Detected in liver	49 (76.6%)	196 (80.3%)
Upregulated in liver	0	0
Downregulated in liver	0	0
Not detected in liver	15 (23.4%)	48 (19.7%)

“Not detected” means microarrays failed to detect the significant signals of LncRNAs in mouse livers. Detailed information of dysregulated plasma LncRNAs was summarized in S2 and S3 Tables. The detailed information of liver LncRNAs had been described in our previous study [12].

**Table 2:** The correlation of the validated LncRNAs between plasma and liver after ischemia/reperfusion treatment.

	Name of LncRNAs	Change in plasma	Change in liver
**Increased**	mouselincRNA0842-	2.14	-
	AK013346	1.74	0.93
	AK042407	1.69	1.17
	AK082383	1.66	0.91
	AK017799	1.65	1.02
**Decreased**	AK159006	0.44	-
	AK078950	0.47	1.11
	AK017011	0.48	-
	AK017046	0.49	0.82
	AK050787	0.53	-

“-” means no significant signal was detected in the liver using microarray technology. Detailed information of these validated plasma LncRNAs was summarized in S2 and S3 Tables. The detailed information of liver LncRNAs had been described in our previous study [12].

**Table 3:** Distribution of the dysregulated liver LncRNAs in the plasma.

	Upregulated in liver	Downregulated in liver
Total number	71	27
Detected in plasma	13 (18.3%)	6 (22.2%)
Upregulated in plasma	0	0
Downregulated in plasma	0	0
Not detected in plasma	58 (81.7%)	21 (77.8%)

“Not detected” means microarrays failed to detect the significant signals of LncRNAs in mouse plasma. Detailed information of dysregulated liver LncRNAs had been summarized in S2 and S3 Tables in our previous study [12].

**Table 4:** The correlation of the validated LncRNAs between plasma and liver after ischemia/reperfusion treatment.

	Name of LncRNAs	Change in liver	Change in plasma
**Upregulated**	AK139328	2.08	-
	AK028007	1.98	0.94
	AK054386	1.98	-
	AK087277	1.88	-
	AK029601	1.78	-
**Downregualted**	NR-028310	0.64	0.85
	AK143693	0.48	-
	NR-036616	0.49	1.10
	ENSMUST0000151138	0.60	-
	NR-015462	0.60	0.80
	AK143294	0.64	-

“-” means no significant signal was detected in the liver using microarray. Detailed information of these validated liver LncRNAs had been summarized in S2 and S3 Tables in our previous study [12].

In our previous study, we found that AK139328 is one of upregulated LncRNAs in the liver after IRI, and siRNA-mediated silencing of hepatic AK139328 significantly ameliorated liver IRI [12]. In the current study, microarray assay failed to detect the presence of AK139328 in the plasma (Table 4). High sensitive RT-PCR was further performed to confirm whether AK139328 was present in the plasma or not. RT-PCR assays also failed to detect the existence of AK139328 in the plasma (Fig 6B). AK078950, one LncRNA which is present in both plasma and liver in microarray assays (Table 2, S3 Table) [12], had been used a positive control in RT-PCR assays (Fig 6A). Overall, these findings suggested that AK139328 is likely to be an unsecretory LncRNA.

## Discussion

So far, although the functions of circulating LncRNAs still remains largely unknown, several lines of evidence have suggested that they could be novel biomarkers for diagnosis and treatment of various diseases. LncRNA uc022bqs.1, also called LIPCAR, has been reported to predict the survival of patients with heart failure [18]. LIPCAR may be a new biomarker for diagnosis of various cardiac diseases [18]. Isin and colleagues reported that several circulating LncRNAs including TUG1, LincRNA-p21, MALAT1, HOTAIR, and GAS5 could be the potential biomarkers for diagnosis of chronic lymphocytic leukemia (CLL) and multiple myeloma (MM) [19]. Arita and colleagues found that circulating LncRNA H19 level is increased patients with gastric cancer when compared with healthy subjects and reduced after surgery, suggesting that LncRNA H19 might be a new potential biomarker for diagnosis of gastric cancer [20]. Lorenzen and colleagues recently found that LncRNA TapSAKI in circulation is a predictor of mortality in critically III patients with acute kidney injury [21].

In a previous study, we found that 98 LncRNAs were dysregulated in IRI liver. Silencing AK139328 significantly ameliorated IRI of mouse liver [12]. Although our previous findings strongly suggested that dysregulated LncRNAs profile in the liver is involved in the IRI, liver LncRNAs may not be the appropriate biomarkers for diagnosis and prognosis of IRI diseases due to the difficulty in collecting human liver tissues and the ethical problems. Clearly, to determine the plasma LncRNAs profile and compare it with LncRNAs profile in the liver will be very helpful for identification of some novel biomarkers for diagnosis of liver IRI diseases.

In this study, LncRNA profile in mouse plasma after hepatic IRI was determined using microarray technology. Microarray assays detected a total of 10206 LncRNA signals in the mouse plasma (GEO accession number: GSE60726). Sixty four LncRNAs were elevated, and 244 LncRNAs were reduced in the mouse plasma after liver IRI when compared sham mouse (S2 and S3 Tables, Fig 2). About 60% of the dysregulated plasma LncRNAs are intergenic. Ten of the dysregulated LncRNAs with most meaningful change in expression fold in the plasma were further validated by real time PCR assays (Figs 3 and 4). Overall, real time PCR assays further confirmed the accuracy of microarray results. Interestingly, although LncRNA Ak013346 only yielded an increase of 1.7 fold by microarray assay (Table 2) in IRI plasma, real time RT-PCR assays detected its significant signal in IRI plasma but not in sham plasma (Fig 3E). These findings revealed the potential of AK013346 as a unique molecular marker for evaluation the severity of ischemia liver diseases. Clearly, to analyze the change in some circulating LncRNAs including AK013346 may be useful for evaluation the severity of ischemic liver damage when liver surgery is performed.

We further analyzed the distribution and expression of the dysregulated plasma LncRNAs in the liver using the microarray data of liver LncRNA profile published previously [12]. Among the 308 dysregulated plasma LncRNAs, 245 LncRNAs were found to be also present in microarray data in the liver (Table 1) [12]. Interestingly, all of these 245 LncRNAs present in the liver remained unchanged after liver IRI (Table 1). Among the 10 dysregulated plasma LncRNAs validated by real time PCR assays, 6 LncRNAs were also present in the liver but without expression change (Table 2). On the other hand, among the 98 dysregulated liver LncRNAs after IRI [12], only 19 LncRNAs were also present in the plasma (Tables 3 and 4). Clearly, these findings suggested that in IRI mouse plasma, the dysregulated plasma LncRNAs remained either unchanged (79.5%) or undetectable (20.5%) in the liver (Table 1). On the contrary, only 19.4% of the dysregulated liver LncRNAs were also detected in the plasma (Table 3). Overall, it is likely that dysregulated plasma LncRNA profile is not directly associated with dysregulated liver LncRNAs after liver IRI. In the previous study, we found that LncRNA AK139328 plays an important role in the pathogenesis of liver IRI [12]. In the current study, microarray failed to detect the signal of AK139328 in the plasma (GEO accession number: GSE60726, Table 4). High sensitive RT-PCR further confirmed that no signal of AK139328 was detected in mouse plasma (Fig 6B). This suggested that AK139328 is likely to be an unsecretory LncRNA. The number of LncRNAs identified in the cells and plasma increased rapidly in the past years [22, 23]. It is possible that further microarray assays are still needed to validate the correlation between plasma and liver LncRNA profile after liver IRI using updated LncRNA Microarray version.

Our findings also raise an important issue regarding the source of dysregulated LncRNAs during liver IRI. All dysregulated plasma LncRNAs remained either unchanged or absence in mouse livers after hepatic IRI (Table 1), strongly suggesting that the source of these dysregulated LncRNAs may not be restricted to liver cells during hepatic IRI. Our previous study had suggested that blood cells may secrete large amount of LncRNAs during heart failure [15]. However, although the expression of many LncRNAs remained unchanged in the liver after IRI, we can not preclude the possibility that their secretion was changed during IRI. It is also possible that LncRNAs could be released from necrotic liver cells during IRI. Overall, our findings suggested that the diagnosis and treatment of liver IRI diseases should not be restricted only to the liver, and the role of other tissues or blood cells should be considered.

The further study of the nature, origin and function of circulating LncRNAs will definitely shed light on the mechanisms of many diseases such cancer, IRI and metabolic diseases. In particular, to study the mechanism of LncRNA secretion from various cell types will also be important for understanding its biological function under physiological and pathophysiological conditions. Overall, further study on circulating LncRNAs and their correlation with various diseases will be useful for identification of novel biomarkers for diagnosis and targets for treatment of diseases.

In conclusion, the correlation between dysregulated LncRNAs profile in plasma and liver after hepatic IRI was comparably analyzed. A total of 308 LncRNAs were dysregulated in the plasma of mice after hepatic IRI. All the dysregulated plasma LncRNAs remained either unchanged or undetectable in the liver. On the other hand, all dysregulated liver LncRNAs also remained either unchanged or undetectable. Clearly, during liver IRI, the source of dysregulated plasma LncRNAs is not restricted to liver cells. Analyzing the change in some circulating LncRNA levels may be useful for evaluating the severity of ischemic liver diseases.

## Supporting Information

S1 Table List of oligonucleotide primer pairs used in real time RT-PCR and RT-PCR analysis. (DOC) Click here for additional data file.

S2 Table The characterics of increased LncRNAs in Ischemia/Reperfusion injured mouse plasma. (XLS) Click here for additional data file.

S3 Table The characterics of decreased LncRNAs in Ischemia/Reperfusion injured mouse plasma. (XLS) Click here for additional data file.

# Supplementary material for: Comparison Analysis of Dysregulated LncRNA Profile in Mouse Plasma and Liver after Hepatic Ischemia/Reperfusion Injury
**Source:** PLoS One. 2015 Jul 29;10(7):e0133462. doi: 10.1371/journal.pone.0133462
**Supplement:** S1 Table

**Table S1. List of oligonucleotide primer pairs used in real time RT-PCR and RT-PCR analysis**.

| Target Gene | Sense Primer(5'-3') | Antisense Primer(5'-3') | Annealing temperature |
| --- | --- | --- | --- |
| AK013346 (M) | AGGAGAGTTTGCTCAACCCTT | TGTGCACCCCACTCACTAAC | 59℃ |
| AK017799 (M) | AATGTGTGGGTGTGATGCCT | GCCATGTCTGACTCCTGTCC | 59℃ |
| AK042407 (M) | GTACCATTTGGCTTCTGCGG | AGCCTGGCTATTCCACCTCT | 60℃ |
| AK082383 (M) | TACTCTCTTGGCCACACTGC | TAGCGTTACTGTGCTGGCTC | 60℃ |
| MouselincRNA0842- | CCTCATCCTTGTCCAGCCTA | AGTGGAGGTCTCAGGAGCAA | 59℃ |
| AK017011(M) | aaaccaggctgtccaagatg | cagcatccctcagtcctctc | 58℃ |
| AK017046 (M) | GGCTCGGTGACTAAGAGCAC | AGCACCGGGATTTTGTGTGT | 57℃ |
| AK050787 (M) | agggtcgagaaggagagagg | aggacctgaagtgctctgga | 59℃ |
| AK078950 (M) | TTTCCGAGGTTCCCTCTCCT | GAGTGTGACCTTCCGGCTAC | 57℃ |
| AK159006 (M) | TCCAATGCAATGTCGGGGAA | TGCACAGAGTGAGCTCCAAG | 59℃ |
| GAPDH (M) | aactttggcattgtggaagg | acacattgggggtaggaaca | 59℃ |

M: mouse; If not indicated, all the primer sequences are referred to mouse plasma.

How the deposited data were processed for this re-analysis (not part of the article)

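Gene expression in plasma after liver IRI was measured on 2 Agilent 1-colour arrays (Arraystar Mouse LncRNA Microarray v2.0), 1 of pooled sham plasma and 1 of pooled IRI plasma. The authors scanned the arrays, extracted intensities with Agilent Feature Extraction 11.0.1.1 and deposited the processed signal, the median signal, the local background and the flags of each spot. The processed signal is an intensity from which Feature Extraction had subtracted the background, and the authors deposited it without normalization between arrays. The authors also deposited a series matrix, whose values are linear intensities like those of the scanner files. The sham column is the sham scanner file, and the IRI column holds other values than the IRI scanner file. Flags of Feature Extraction, deposited as 0 or 1, are of another kind and are not intensities. In the paper, quantile normalization and the Present or Marginal flags came from GeneSpring GX, and the text does not define how these flags follow from the scanner flags. The number of arrays limits the precision, and each value rests on a single spot unless stated.

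Samples were grouped by the sample labels and the paper, with the sham mice as the control. The matrix has 0 columns without a sample. Processed signals were put on the log2 scale and quantile normalized over spots that are not array controls, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. This step was checked against limma 3.58.1 in R 4.3.3. Simulated data were made from the sham array with spot noise at an SD of 0.23 (log2). That SD is the median over the replicated probes with every spot well above background on the sham array. Every spot was given this noise, dim ones included, so that the counts of the simulation can be too favourable. In it 100 of 100 rises and 100 of 100 falls of 4.0-fold were recovered at the thresholds of 1.5 and 0.7. Among unchanged probes 1415 of 24884 also passed one of these thresholds. Of changes of 2.0-fold 90 rises and 84 falls of 100 each were recovered, and of changes of 1.68-fold 63 and 66. Detection, fold change and their thresholds follow the rules given with the results. Where a spot was not well above background in the IRI scanner file, the fold change is a bound against the lowest signal that is well above background there. The scanner files were kept as the main source, although the paper's listed values follow from the series matrix, because the source was set before the data were examined. The IRI column of the series matrix has no flags, so its detection used the sham flags and a floor on the IRI signal.

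Named LncRNAs were chosen by a rule set before the data were examined: every LncRNA that the paper names in its text, Table 2 or Table 4, Gapdh, the 3 largest rises and 3 largest falls among detected LncRNAs past the threshold, the corresponding mRNAs, and the genes of marker lists. Of the 21 LncRNAs of Tables 2 and 4, 1 was found among the probe names (mouselincRNA0842-), and of 152 marker genes and 3 name patterns of gene families, 2 genes were found (Tfrc of the erythroid list and Rpl13a of the ribosomal proteins), because most mRNA probes carry only identifiers of the array design. The other lists (hepatocyte, acute phase, platelet, neutrophil, lymphocyte, endothelial, mitochondrial, stress response, X inactivation, Y chromosome and olfactory receptors) had 0 genes among the named mRNAs, and no median of a list was taken. A RefSeq mRNA accession was given for 118 mRNAs, of which 112 matched a table of gene names for the assembly GRCm38.p6 without versions, as 110 symbols. Spots of one mRNA were averaged on the log2 scale, and its SD is over spots. Where some spots of an mRNA were dim on an array, these stood at the lowest signal that is well above background, or at their own if higher. The largest changes in the series matrix were added after the data had been seen. Transcripts of ultraconserved regions were counted among the named LncRNAs by their names, since S2 and S3 Tables list such transcripts, and this was done after counts without them had been seen. No test across genes was made, since there is no replicate. Shares of classes were not set against random lists, because the class of other detected LncRNAs was not analysed here.

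Alternatives set before the data were examined covered the detection flags, outlier spots, counting probes in place of transcripts, the normalization (75th percentile, quantile normalization over detected probes, none), normexp background correction with an offset of 50, the series matrix, the fold thresholds and a filter on dim probes. Normexp used the median signal, as the files hold no mean signal. Counting probes in place of transcripts could not change a count, as each of the 7536 names has 1 probe. Exons and strands of a lincRNA locus were not merged, and 948 loci have a probe for each strand, so that 1 locus can count more than once. Alternatives added after the data had been seen were the ratio of log2 values, the floor and flag rules of the series matrix, its other normalizations, and the class shares of transcripts with 1 entry only. Liver arrays and real time PCR were not analysed here.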

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

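The tests of another scan, of a different hybridisation and of a brighter array for mRNAs were chosen only after the results they bear on had been seen, and the other tests in this part were set before. The floor on the IRI column that one of these uses was chosen after counts at several floors had been seen. No biological explanation was tested by replicates, since each group has 1 array.

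The IRI scanner file holds a signal in data that the paper's tables do not follow. In it, 42038 spots are well above background, against 25084 on the sham array, but its values are not those of the IRI column of the series matrix. Another scan or scaling of the same hybridisation would keep the order of the spots, and the Spearman rho between the versions was 0.454. A mirrored listing of spots is argued against too, since the highest rho with rows, columns or both mirrored was 0.018. The paper's fold changes followed from the series matrix, within 0.01, for 58 of 58 matched LncRNAs, and from the scanner files for 3. A candidate explanation is that the IRI scanner file holds a different hybridisation from the one behind the tables. Which sample it would be, and whether a sample was mislabelled, stays open, and the scan day and the group cannot be told apart.

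The paper reports no mRNA of these arrays, and 9 of 31 mRNAs with a symbol that were detected in the scanner files were above the upper threshold, with 20 below the lower one. Among these 31 the 3 largest rises were those of Ppia, Actb and Gapdh, each printed as 20 spots. H2ac18, not well above background on the sham array, was at least 388-fold higher. Gapdh, the internal control of the paper's real time PCR, had a median signal of 1111 on the sham array and 189501 in the IRI scanner file, a log2 fold change of 4.77 (SD over 19 spots 0.26), and without normalization of 7.52. In the series matrix its median IRI signal was 1260 and its log2 fold change -0.40 (SD over 20 spots 0.29), which turns to 0.54 with the 75th percentile and to 0.28 without normalization. Ppia rose 373-fold and Actb 28.1-fold in the scanner files, and in the series matrix Ppia was at least 2.96-fold lower and Actb had a log2 fold change of -0.55 (SD 0.72). The 3 largest falls among the 31 were those of Gm3286 (-6.68), E330014E10Rik (-6.29) and Gm20738 (-5.76), on the log2 scale. Tfrc, of the erythroid list, was at least 48.4-fold higher in the scanner files and Rpl13a, of the ribosomal proteins, at least 55.8-fold higher. In the series matrix both were not well above background on the sham array and below the floor on the IRI array, and 1 gene does not test a list. Of 15 mRNAs printed as 20 spots, 15 were well above background in every spot of the IRI scanner file and 8 in every spot of the sham array. A generally brighter IRI array is argued against, since the log2 fold changes of the 8 that were detected in every spot of both ranged over 11.0 without normalization, from 0.02 (G6pd2) to 11.07 (Ppia), where the highest SD over spots was 0.49. A hybridisation of RNA richer in these mRNAs was not tested, and neither was their release into plasma after IRI, and both stay open.

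In the series matrix, 10 named LncRNAs were not well above background on the sham array and had signals above 100 on the IRI array, out of 4745 that were not well above background on the sham array. Such LncRNAs are outside the paper's comparison, which asks for a flag in both samples. MM9LINCRNAEXON11925- had a signal of 4.02 on the sham array and 59508 in the IRI column, at least 4566-fold higher, and MM9LINCRNAEXON11459- was at least 732-fold higher. These LncRNAs were chosen after their values were seen. In the IRI scanner file the signals of MM9LINCRNAEXON11925- and MM9LINCRNAEXON11459- were 5.84 and 16.1. Among the rest of the 10, BQ551684 stayed dim there (5.00). MM9LINCRNAEXON10292- (17.0) and humanlincRNA1133- (2.53) were lower there than on the sham array (21.6 and 16.9). The others were brighter there, with signals from 34.8 to 88.0 against 10.2 to 27.9 on the sham array. A generally brighter IRI array is argued against, because 37 of 1107 LncRNAs above 100 on the sham array were below the floor on the IRI array. Non-specific hybridisation stays open: 0 of 812 negative-control spots that were not well above background on the sham array were above 100 on the IRI array, but at the rate of the LncRNAs (0.211%) too few were due for that count to decide. A single damaged or contaminated spot was not tested, since each LncRNA has 1 spot. A change in the release of these LncRNAs after IRI stays open, as untested.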

How the results depend on the processing

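No paired analysis was possible because each group has 1 array and no fit was made. With 1 array per group leaving out a replicate was not possible. The alternatives on the scale of the ratio of log2 values, on the floor and flags of the series matrix and on its other normalizations were chosen after seeing the data.

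From the scanner files, falls outnumbered rises under each alternative set before the data were examined, from 767 rises and 1010 falls without normalization between arrays to 23 and 747 with the filter on dim probes. The series matrix reversed this order, with 762 rises and 387 falls. Detection moved from 2261 LncRNAs to 4286 with positive and significant flags and to 4749 with well above background on at least one array. With positive and significant flags 732 rose and 2943 fell, and with well above background on at least one array 1536 rose. Quantile normalization over detected probes gave 431 rises, or 23.4% of its calls, against 6.86% as designed, and no normalization gave 43.2%. For these moves the cause was not tested, except that the filter on dim probes leaves fewer LncRNAs (791) by its construction. Of the 140 rises as designed, 64 were also called from the series matrix, and of the 1901 falls 329 were.

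On the ratio of log2 values the scanner files gave 44 rises and 1193 falls, and the series matrix 15 and 38. Without a floor on its IRI column the series matrix gave 15 and 440, with positive and significant sham flags 331 and 38, and without normalization 7 and 42. As ratios of signals the series matrix gave 1236 rises and 263 falls with the 75th percentile and 915 and 356 without normalization, so that rises made up 82.5% and 72.0% of calls. The 75th percentile and the unnormalized values shift the median log2 fold change of detected LncRNAs in the series matrix to 0.71 and 0.45. The cause was not tested beyond this shift.

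The bound on the log2 fold change of mouselincRNA0842- was -2.07 as designed, -2.99 with the 75th percentile, -0.62 without normalization and -0.69 with normexp background, and its log2 fold change was 4.49 in the series matrix. The series matrix also reversed the 3 largest rises among LncRNAs detected in the scanner files, whose IRI signals lie below its floor, to bounds of -1.34 (MM9LINCRNAEXON10315-), -0.50 (AV125227) and -1.34 (MM9LINCRNAEXON10504+), and 1 of the 3 largest falls, DV074327 (0.68). humanlincRNA0324+ (3.62) and MM9LINCRNAEXON11331+ (3.30), among the largest rises of the series matrix, were lower in the scanner files. Without normalization MM9LINCRNAEXON11331+ (0.90) and AV038163 (0.86) reversed. Among the mRNAs, the series matrix reversed Ppia (a bound of -1.57), Actb (-0.55), Gapdh (-0.40), Gm3286 (0.26) and E330014E10Rik (0.37). It gave 8 mRNAs above the upper threshold and 4 below the lower one, against 9 and 20 as designed. The scanner files gave 16 and 14 with quantile normalization over detected probes and 17 and 11 without normalization. The series matrix gave 21 and 2 with the 75th percentile and 8 and 3 without normalization. The cause was not tested. Of the other values of single LncRNAs and mRNAs and counts of mRNAs, 67 moved by more than the SD between spots, or 1.5 times for a count, and 15 did not. The shares of the classes stayed within their 95% exact binomial intervals when each of the 297 transcripts was counted once, split equally over its entries, and when only the 286 transcripts with 1 entry were counted, which was added after seeing the data.

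Alternatives for the marker lists, for the liver LncRNAs and for 9 of the PCR-tested LncRNAs gave no value, since their probes carry no name, and quantile normalization over detected probes gave none for mouselincRNA0842-, humanlincRNA0324+, Tfrc and Rpl13a, and the series matrix none for Tfrc and Rpl13a. The 2-fold thresholds were not run for the shares of classes. Signal over background limits detection: 2791 of the 7536 named probes were well above background on the sham array.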

Differences from the paper's values

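The paper's fold changes match the ratio of log2 values of the quantile normalized series matrix for 58 of 58 LncRNAs within 0.01, so values here are given on that scale, which was recognised after the values had been seen.

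For mouselincRNA0842- the paper's fold change is 2.14. From the scanner files the ratio of log2 values was 0.599 at most, a log2 fold change of -2.07 or lower, since the spot is not well above background in the IRI scanner file. Among the alternatives set before the data were examined, the series matrix gave 2.14 and falls within the paper's value. No normalization between arrays (0.856) and normexp background (0.899) do not, and quantile normalization over detected probes gives no value. The 75th percentile was not used on this scale, because a ratio of log2 values has no meaning after a percentile is subtracted.

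For the 11 LncRNAs of S2 Table that are well above background in both scanner files, the paper's median fold change is 1.54, and the median from the scanner files was 0.834. Of the alternatives set before the data were examined, the series matrix (1.54), quantile normalization over detected probes (1.12) and no normalization between arrays (1.18) are within 1.5 times the paper's value on the same side of 1, and normexp background (0.928) is not. This band is wide on a ratio of log2 values, and 1.12 and 1.18 are below the paper's threshold of 1.5 for a rise.

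Among the named LncRNAs of the array, S2 Table lists 15 as upregulated, and 44 passed from the scanner files on the scale of the ratio of log2 values. The alternatives set before the data were examined that come within 1.5 times the paper's count are the series matrix (15) and 2-fold thresholds in both directions (16). The 15 rises of the series matrix are LncRNAs of S2 Table. Of the 44 rises from the scanner files 0 are, so that the 2-fold count, taken from these 44, matches in number only. Outside it are positive and significant flags (317), well above background on at least one array (1063), outlier spots kept (45), probes in place of transcripts (44), the filter on dim probes (9), quantile normalization over detected probes (103), no normalization between arrays (176) and normexp background (29). Of the same LncRNAs, S3 Table lists 43 as downregulated, and 1193 passed from the scanner files. The series matrix (38) comes within 1.5 times the paper's count. Outside it are positive and significant flags (1974), well above background on at least one array (1766), outlier spots kept (1195), probes in place of transcripts (1193), the filter on dim probes (467), quantile normalization over detected probes (565), no normalization between arrays (173), normexp background (501), 2-fold thresholds (186) and a lower threshold of 1 divided by 1.5 (1039). Counting probes in place of transcripts could not change either count, since each name has 1 probe. The series matrix counts on this scale rest on a floor of 16.67 chosen after the data had been seen, and without that floor 440 fell. With no floor, 43 of the 43 LncRNAs of S3 Table were among the falls, and with it 38 were.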

Other observations

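The test of blocks of the array and the test of strands were set before their results were seen, and the other tests in this part were chosen after them.

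The chi square test of the paper, repeated on the counts in its text, gave P = 0.6664, which is also the paper's value. The entries of S2 and S3 Tables hold 68 antisense overlap and 35 sense overlap LncRNAs, where the paper's text gives 72 and 31, and the same test on these counts gave P = 0.9328. Transcripts are not replicates, and the P describes the lists.

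More LncRNAs fall than rise in the paper's lists. A candidate explanation is that a ratio of log2 values asks for a larger change of brighter LncRNAs, and for a larger rise than fall at the same sham signal (5.66-fold against 2.83-fold at 32.0). As ratios of signals in the series matrix, the paper's thresholds gave 66.3% rises, but with an equal threshold of 4-fold in both directions 48 named LncRNAs rose and 56 fell (46.2% rises), and at 8-fold 3 rose and 15 fell. With the 75th percentile 75.3% of the changes past 4-fold were rises, and without normalization 57.1% were. After each scaling was centred on its median between 20.3% and 22.1% were. The 75th percentile shifts all probes alike, so that after centring it gives the share without normalization (20.3%) and is not a separate test. The scale and the excess of falls therefore cannot be told apart from the choice of scaling, which keeps the explanation open.

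Non-specific hybridisation as a source of the calls on the ratio of log2 values stays open. In the series matrix 1 of 168 detected negative-control spots (0.595%, 95% exact binomial interval 0.0151% to 3.27%, counting error only) passed a threshold, against 2.43% of the named LncRNAs, a rate within that interval. These are replicate spots of at most 20 probes and not independent, so that the interval is too narrow. Control spots that were dim on either array are left out of the 168. Over 60 spots each, the 20 control probes had mean log2 fold changes from -2.67 (MM9NEGATIVE008) to 2.29 (MM9NEGATIVE019), both dim in most spots of 1 array. Changes of this size thus also occur at negative controls, since the smallest among the calls was 2.01. In the scanner files the controls fell past the lower threshold more often than the named LncRNAs (74.1% against 52.8%) and 0 of 112 rose. This scale needs a smaller change of dim spots, and as ratios of signals the shares that fell were 86.6% and 84.1%, so that the test does not decide, and signals near background or non-specific hybridisation stay open for the falls there. A trend over neighbouring spots of the array is argued against as the whole cause in the series matrix. After the median log2 fold change of the detected spots within 5 rows and 5 columns was taken off each LncRNA, 42 of 53 calls stayed past their threshold, 8 of 15 rises and 34 of 38 falls. Damage at single spots stays open, since each LncRNA has 1 spot and the medians of 32 blocks of the array, which ranged over 0.62, hardly move with it. The calls were not tested in replicate pools, and a response to IRI stays open.

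DNA in the plasma RNA as a source of LncRNA signals stays open. Across 948 lincRNA loci with a probe for each strand, the Spearman rho between strands was 0.044 on the sham array, within the range of 100 shuffled pairings (-0.073 to 0.073), and 125 loci were well above background on both strands and 401 on 1 strand only. Since the sequence of a probe also sets its brightness, signals from DNA need not correlate between strands, and these values do not decide. The loci are not replicates. No biological explanation was tested.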
